A study of Mus musculus with 6 samples. Its data were reported in "Detection of chimeric alpha-defensin transcripts and peptides in mouse Paneth cells" (2025).

How the data were processed

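Paneth cells are secretory cells at the base of the crypts of the small intestine that release antimicrobial peptides, among them the alpha-defensins. RNA-seq was performed on Paneth cells sorted by FACS from the small intestine of wild-type mice. Mice received standard chow or zinc depleted chow for 7 weeks, and both groups were given tumor necrosis factor (TNF) 3 hours before sampling. The labels give 3 libraries per group, numbered 1 to 3, and these 6 libraries were analysed here. The design text of the series speaks of 4 biological replicates per group. Libraries of untreated mice were not used here, so the response to TNF itself was not measured.

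The authors deposited raw read counts per gene, with Ensembl gene identifiers in rows and 1 library per column. Per the labels, the libraries were sequenced as single-end reads on an Element AVITI instrument. The study's methods describe alignment with STAR at default settings to the mouse genome build GRCm39 with a GENCODE annotation, and they describe a separate Salmon quantification for the alpha-defensin work. The program that made the count table, its use of strand, and its treatment of reads that match several genes are not given in the sources used here. This matters for the alpha-defensins, whose transcripts are near-identical in parts: a counter that discards reads with several matches leaves such genes with few counts. Single alpha-defensin values are therefore uncertain, and the sum of the family was used as the main measure. Reads discarded in this way would be missing from the sum too, which would then be too low.

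Gene symbols, positions, gene types and the length and GC content of the Ensembl canonical transcript were taken from GENCODE M39 on GRCm39, by gene identifier. Of the 55414 identifiers in the count table, 54749 were found in that annotation, and the others held at most 0.00479% of the counts of any library. The total counts per library ranged from 6139397 to 12772373. At this depth a count of 0 allows up to 3 counts, which is 0.235 to 0.489 CPM (counts scaled to the same total in each library) depending on the library. Intervals for shares of counts are Wilson 95% intervals. They and the limits for a count of 0 cover counting error only, since reads without molecular identifiers are not independent molecules.

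Differential expression was tested with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, with TMM normalization, the filterByExpr filter on the group and diet as the only term. The filter left 9749 genes. The tests were two-sided and p-values were adjusted over all tested genes by the Benjamini-Hochberg method, with a threshold of 0.05. Log2 CPM used a prior count of 2. The standard error of a log2 fold change was taken as its absolute value divided by the square root of F. The 28 core alpha-defensins of the study were also summed into 1 row that replaced the single genes. Gene lists for alpha-defensins, other Paneth cell products, zinc handling, the TNF and NF-kB response, interferon-stimulated genes and the unfolded protein response were tested with camera of limma 3.58.1 with a preset correlation of 0.01, and adjusted over the 6 lists. The tests fry and camera with an estimated correlation were run beside it. Shares of counts were compared by an exact two-sided permutation test of the difference in means, which cannot go below 0.1 for 3 libraries against 3, with Benjamini-Hochberg adjustment over 8 measures of composition. Marker lists of 7 kinds (enterocyte, goblet, enteroendocrine, tuft, stem, proliferation and immune) were summed per library. All lists, the edgeR test, the summed row, the list tests and the test of the alpha-defensin share were fixed before the data were examined. The written plan named neither tests of the other measures of composition nor a test of the marker sums.

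The genes named in the text followed a rule that was fixed at the same time. It named Defa24, Lyz1, Itln1, Mmp7, Mt1, Mt2, Slc30a1, Slc39a4, Defa25, Defa31 and Defa37. It also named up to 5 genes in each direction with the largest log2 fold change among genes with an adjusted p under 0.05, a mean log2 CPM of at least 2 and no overlap between the groups, or, where a direction had none, the 3 genes with the smallest unadjusted p. Members of the other lists with an adjusted p under 0.05 were to be named, at most 3 per list. Finally, it named the alpha-defensins with the largest and the smallest log2 fold change among those that passed the filter. Any gene named outside this rule is said to have been chosen after its values were seen.

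The edgeR procedure was tested on counts simulated for zinc depleted against standard diet libraries from the means, library sizes and trended dispersions seen here. With changes of 8-fold, 163 of the 177 changed genes among 9483 tested were recovered in the right direction and 4 unchanged genes were called. With changes of 4-fold, 99 of the 186 changed genes among 9353 tested were recovered and 4 unchanged genes were called. The simulated genes varied independently of each other, and their dispersions had no spread around the trend. Recovery in the data may therefore be lower.

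Alternatives fixed before the data were examined were DESeq2 1.42.0, limma-voom, the RLE size factors of edgeR, total counts without TMM, scaling without the alpha-defensins, no filter on low counts, a filter of at least 50 counts in 3 libraries, the replicate number as a block, leaving out each library in turn, every Defa symbol including pseudogenes (45 genes), and a share without mitochondrially encoded genes. Alternatives added after the data were seen were removal of each library's trend with transcript length and GC content through offsets, with natural splines of 4 degrees of freedom, counts divided by canonical transcript length and scaled to a fixed total (a TPM-like value), a share without the 18S rRNA gene Rn18s-rs5, and DESeq2 with its independent filtering left at the default target. The target of 0.05 used for DESeq2 elsewhere matches the threshold, but it was set after the number of calls under both targets had been seen. For comparison at equal depth, counts were thinned at random to 6139397 per library. To describe the overlap between paralogs, the share of the 75-base stretches of each alpha-defensin transcript that occur in no other gene of GENCODE M39 was computed.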

Results

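The effect of zinc depletion on the Paneth cell transcriptome in the context of TNF was studied in 6 RNA-seq libraries of sorted mouse Paneth cells. A group of 3 libraries came from mice on standard chow and a group of 3 from mice on zinc depleted chow for 7 weeks, and all mice had received TNF 3 hours earlier. The standard diet libraries held 7338947, 6139397 and 9977439 counts (replicates 1, 2 and 3). The zinc depleted libraries held 9992139, 7430027 and 12772373 counts. At least 1 count was found for 14289, 13902 and 13528 genes in the standard diet libraries and for 14058, 12507 and 12421 genes in the zinc depleted libraries. No counts were found for the Y-linked genes Ddx3y, Kdm5d, Eif2s3y and Uty in any library, while Xist was counted in each, with 27 to 133 counts.

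No pair of libraries agreed within sampling noise, so each was counted as 1 sample. The chi-square per degree of freedom between 2 libraries of the same group lay between 15.3 and 168, and the Pearson correlation of log2 CPM across genes lay between 0.783 and 0.938. The spread within each group was wide. The first principal component held 53.0% of the variance and did not separate the diets: its scores were -53.0, -47.8 and 10.9 in the standard diet libraries and -30.8, 39.1 and 81.6 in the zinc depleted libraries. The TMM factors were 1.73, 1.51 and 0.90 in the standard diet libraries and 1.46, 0.64 and 0.46 in the zinc depleted libraries, a 3.77-fold range. The 10 most abundant genes took between 65.6% and 82.5% of the counts of a library. Because of these factors, log2 fold changes depend on the scaling. The median of all tested genes was 0.00 with TMM and -0.67 with total counts only, and fold changes are given with TMM unless another scaling is named.

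The composition of the libraries was examined first. The 28 core alpha-defensins took 46.3%, 45.5% and 55.3% of the counts in the standard diet libraries and 46.6%, 55.7% and 60.5% in the zinc depleted libraries, with Wilson 95% intervals that reached at most 0.0394 percentage points to either side. The mean share was 49.0% ± 5.45 (SD, n = 3) with standard diet and 54.3% ± 7.06 (SD, n = 3) with zinc depletion. The difference of 5.26 percentage points was smaller than the spread between replicates (p = 0.2, exact two-sided permutation test, where 0.1 is the smallest p possible). Leaving out zinc depleted replicate 1 moved this difference most, to 9.09 percentage points, and leaving out zinc depleted replicate 3 lowered it to 2.15. Leaving out standard diet replicate 3 gave 8.40, and leaving out standard diet replicate 2 gave 3.49. Over all 6 libraries the mean share was 51.7%. With counts divided by transcript length it was 77.4%, because alpha-defensin transcripts are short, with a median of 421 bases.

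Defa24 (ENSMUSG00000064213) was the most abundant gene. It lies on chromosome 8 from 22224506 to 22225490 in GRCm39, on the plus strand, and took 22.5% ± 2.03 (SD, n = 3) of the counts with standard diet and 26.9% ± 4.54 (SD, n = 3) with zinc depletion. Over the 6 libraries, the next most abundant genes were Lyz1, Defa30, Itln1, Defa39 and Defa38, with mean shares of 15.8%, 8.77%, 5.27%, 4.79% and 4.64%. The order of Itln1, Defa39 and Defa38 differed between the diets. Of the 20 genes with the highest mean CPM, 9 were alpha-defensins. Per library this number was 8, 9 and 10 with standard diet and 8, 10 and 11 with zinc depletion. The 18S rRNA gene Rn18s-rs5 was in the same list. It took 2.56%, 2.91% and 1.27% of the counts in the standard diet libraries and 0.522%, 0.884% and 0.883% in the zinc depleted libraries. These values did not overlap between the diets (p = 0.1, exact permutation test, the smallest p possible). The other Paneth cell products together took 23.6% ± 2.37 (SD, n = 3) with standard diet and 26.6% ± 1.66 (SD, n = 3) with zinc depletion, also without overlap (p = 0.1, exact permutation test). Over the 8 measures of composition compared in this way, the lowest adjusted p was 0.32 (exact permutation tests), which was also the adjusted p of the alpha-defensin share, Defa24 and Lyz1.

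**Figure D1:**
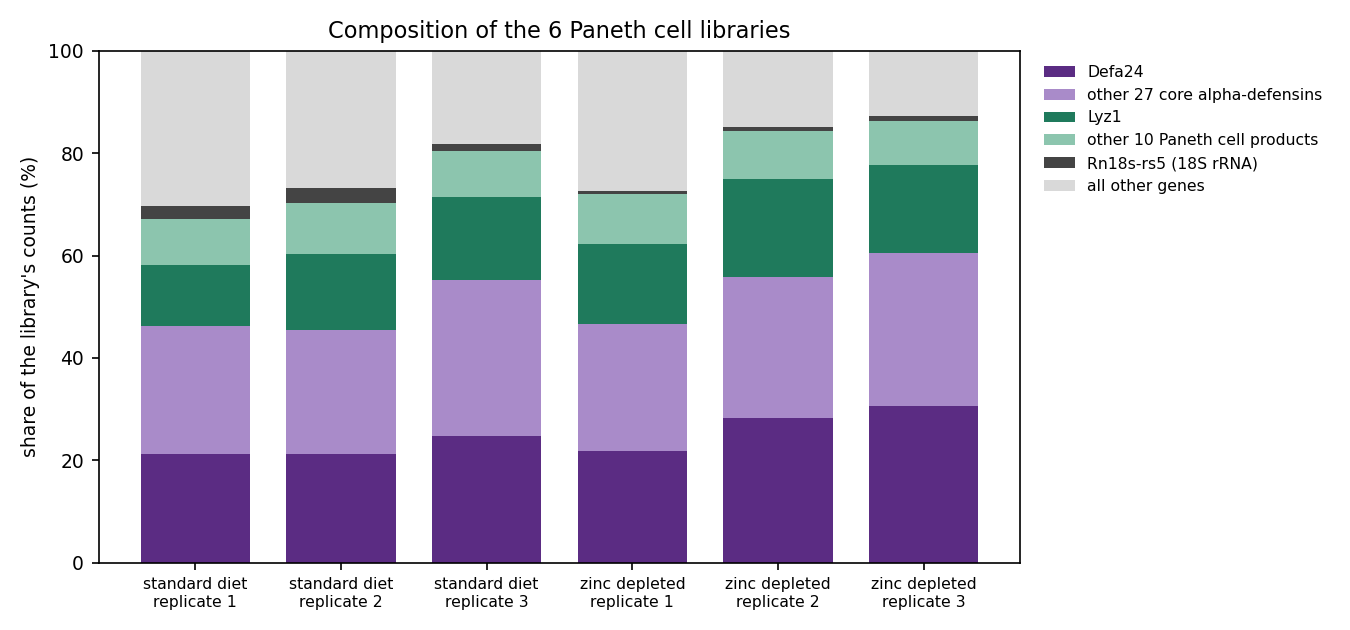
Stacked bars give the share of each library's counts (%, vertical axis) on Defa24, the other core alpha-defensins, Lyz1, the other Paneth cell products, the 18S rRNA gene and all other genes, for the 6 libraries (horizontal axis). Alpha-defensins take between 45.5% and 60.5%, and standard diet replicate 3 (55.3%) lies among the zinc depleted libraries.

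The alpha-defensin genes lie on chromosome 8 between 21515557 and 22225490, with 23 on the plus strand and 5 on the minus strand. Their levels were very uneven. A mean of at least 10 CPM was reached by 16 of the 28 genes, while 12 stayed below it. Defa25 (chromosome 8, 21574458 to 21575301) had 10, 0 and 5 counts with standard diet and 14, 1 and 6 counts with zinc depletion. Defa37 (chromosome 8, 22055345 to 22056454) had 1, 2 and 5 counts with standard diet and 3, 0 and 4 counts with zinc depletion. Neither passed the filter on low counts. Defa31 (chromosome 8, 21681585 to 21682566) had 9, 10 and 9 counts with standard diet and 12, 14 and 23 with zinc depletion, and its exons overlap those of Defa41 on the same strand. None of the 75-base stretches of the Defa31 and Defa37 transcripts is specific to its gene, whereas 40.5% of those of Defa25 and 93.4% of those of Defa24 are. Low counts of Defa31 and Defa37 therefore do not measure their expression if reads with several matches were left out.

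**Figure D2:**
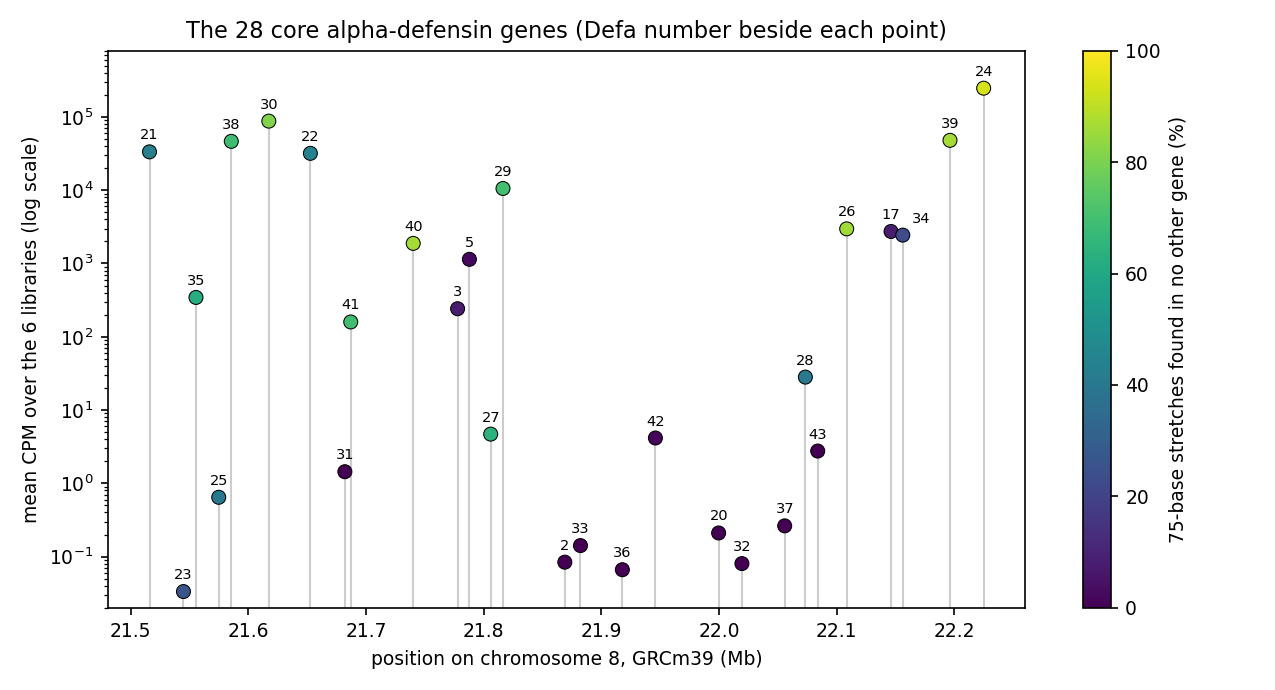
Each point is 1 of the 28 core alpha-defensin genes, at its position on chromosome 8 (GRCm39, Mb, horizontal axis) and its mean CPM over the 6 libraries (vertical axis, log scale). The color gives the share (%) of its 75-base stretches that occur in no other gene, which is 0 for 8 of the 12 genes under 10 CPM.

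To find genes changed by zinc depletion, the 9749 genes that passed the filter were tested with edgeR. None had an adjusted p under 0.05, and the smallest adjusted p was 0.681. At an unadjusted p under 0.05 there were 645 genes, 252 higher and 393 lower with zinc depletion. The biological coefficient of variation was 44.0%. The alternative that moved the number of calls most was the omission of the low-count filter, with 76 calls. DESeq2 called 6 genes, all lower with zinc depletion, and limma-voom called 0, with 931 and 625 genes at an unadjusted p under 0.05. The 6 genes were Vdr, Nlrp6, Nrn1, Bambi, Tent5c and Dmbt1, named after their values were seen. All were higher in standard diet replicates 1 and 2 than in any other library, and for Vdr, Tent5c and Dmbt1 the groups overlapped in CPM, with standard diet replicate 3 below zinc depleted replicate 1. Leaving out standard diet replicate 3 gave 28 calls with edgeR, and leaving out any other library gave 0. With 1 library left out, the number at an unadjusted p under 0.05 ranged from 143 without standard diet replicate 1 to 2418 (1233 higher and 1185 lower) without zinc depleted replicate 1. With total counts only, 8 of the 593 genes with an unadjusted p under 0.05 were higher, so the balance of directions rests on the scaling.

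The 3 genes with the smallest unadjusted p among those lower with zinc depletion were Nrn1, Angptl4 and Tfap4, and none passed the threshold in edgeR. Nrn1 (ENSMUSG00000039114, chromosome 13, 36909335 to 36919156, minus strand, protein coding) had 22.6, 7.82 and 1.90 CPM with standard diet and 0.600, 0.404 and 0.157 CPM with zinc depletion. Its log2 fold change was -3.90 (SE 0.77, edgeR adjusted p 0.681). DESeq2 called it, with an adjusted p of 0.0137, as did edgeR without the low-count filter (adjusted p 4.68e-05) and without standard diet replicate 3 (adjusted p 0.0333). Over all its alternatives the adjusted p ranged from 4.68e-05 to 1.00. Angptl4 (ENSMUSG00000002289, chromosome 17, 33992724 to 34000804, minus strand, protein coding) had 38, 56 and 20 counts with standard diet and 3, 2 and 0 counts with zinc depletion, a log2 fold change of -4.15 (SE 0.85, edgeR adjusted p 0.681). Tfap4 (ENSMUSG00000005718, chromosome 16, 4362525 to 4377965, minus strand, protein coding) had 12.1, 11.7 and 4.11 CPM with standard diet and 2.30, 0.538 and 0.391 CPM with zinc depletion, a log2 fold change of -2.48 (SE 0.51, edgeR adjusted p 0.681). In the other direction the rule gave Azgp1, Mptx1 and Dst, which did not pass the threshold either. Azgp1 (ENSMUSG00000037053, chromosome 5, 137979758 to 137991777, plus strand, protein coding) had 9, 9 and 7 counts with standard diet and 27, 43 and 52 counts with zinc depletion, a log2 fold change of 2.96 (SE 0.67). Mptx1 (ENSMUSG00000026531, chromosome 1, 174158084 to 174160439, plus strand, protein coding) had 6.58 ± 0.61 CPM (SD, n = 3) with standard diet and 13.1 ± 4.93 CPM (SD, n = 3) with zinc depletion, a log2 fold change of 1.73 (SE 0.40). Dst (ENSMUSG00000026131, chromosome 1, 33946918 to 34347742, plus strand, protein coding) had 2.49 ± 0.37 CPM (SD, n = 3) with standard diet and 6.03 ± 3.54 CPM (SD, n = 3) with zinc depletion, a log2 fold change of 1.89 (SE 0.46). The edgeR adjusted p of these 3 genes was 0.681. The groups did not overlap in CPM for any of these 6 genes, which were picked by their p-values. Such a separation arises by chance for 10% of genes. Without the low-count filter, edgeR called Angptl4, Tfap4, Azgp1 and the alpha-defensin Defa41, with adjusted p of 0.00253, 0.0228, 0.00517 and 0.0104. Their adjusted p ranged up to 1.00 over the alternatives.

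Zinc genes were examined to see whether the diet shows in them. Mt1 (ENSMUSG00000031765, chromosome 8, 94905710 to 94906955, plus strand) and Mt2 (ENSMUSG00000031762, chromosome 8, 94898819 to 94900207, plus strand) encode metallothioneins, which bind zinc. Mt1 had 30.3 ± 13.8 CPM (SD, n = 3) with standard diet and 30.2 ± 34.3 CPM (SD, n = 3) with zinc depletion. Its log2 fold change was 0.16 (SE 0.59, edgeR adjusted p 0.943), and it changed sign with total counts only, to 0.00 on the negative side, and when any of standard diet replicate 1, standard diet replicate 2 or zinc depleted replicate 1 was left out. Mt2 had 1.64, 1.63 and 10.1 CPM with standard diet and 17.1, 1.88 and 4.78 CPM with zinc depletion, with a log2 fold change of 0.95 (SE 0.86, edgeR adjusted p 0.755). Over all alternatives it ranged from 0.45 without standard diet replicate 1 to 3.10 without standard diet replicate 3, with adjusted p from 0.103 to 1.00. The zinc importer gene Slc39a4 (ENSMUSG00000063354, chromosome 15, 76496580 to 76504172, minus strand) had 31.7 ± 6.83 CPM (SD, n = 3) with standard diet and 21.4 ± 20.4 CPM (SD, n = 3) with zinc depletion, a log2 fold change of -0.10 (SE 0.38, edgeR adjusted p 0.945). Its sign also changed in several alternatives. The zinc exporter gene Slc30a1 (ENSMUSG00000037434, chromosome 1, 191638808 to 191645361, plus strand) had at most 10 counts in any library and did not pass the filter. Of the 27 zinc handling genes, 21 were tested and 14 were higher with zinc depletion (4 of 21 with total counts only). Their median log2 fold change was 0.33, which did not pass the threshold (camera p 0.103, adjusted over the 6 lists 0.103). The list mixes metallothioneins with importers and exporters, so opposite changes could cancel in its median and in camera. The median was -0.25 with total counts only, where the median over all tested genes was -0.67. Camera called the list when standard diet replicate 3, zinc depleted replicate 2 or zinc depleted replicate 3 was left out, with adjusted p of 0.0162, 0.0221 and 0.0412, and the adjusted p ranged from 0.0162 to 0.786 over all alternatives.

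Paneth cell products were compared next. The summed alpha-defensin row had a log2 fold change of 1.08 (SE 0.91) with zinc depletion relative to the other genes, which did not pass the threshold (two-sided edgeR quasi-likelihood test, adjusted p 0.258, which equals the unadjusted p because this row was a single planned test). With total counts only this value was 0.14. Without zinc depleted replicate 1 it was 1.48 and passed the threshold (edgeR adjusted p 0.0206, likewise for a single test; the range over all alternatives was 0.0206 to 0.499), and without zinc depleted replicate 3 it was 0.63. Of the 28 alpha-defensins, 20 were tested, and 19 of them were higher, with a median log2 fold change of 1.16 (15 of 20 and a median of 0.22 with total counts only). The exception was Defa17 (ENSMUSG00000060208, chromosome 8, 22145772 to 22146753, plus strand), with a log2 fold change of -0.30 (SE 0.79, edgeR adjusted p 0.916). Standard diet replicate 3 decided this value: Defa17 had 7048 CPM there, against 1788 to 1929 CPM in the other libraries, and its log2 fold change without that library was 1.29. Only 8.07% of the 75-base stretches of Defa17 are specific to it. The largest log2 fold change was that of Defa41 (ENSMUSG00000079116, chromosome 8, 21681585 to 21692570, plus strand), at 2.22 (SE 0.79, edgeR adjusted p 0.681), with 98.8 ± 28.4 CPM (SD, n = 3) with standard diet and 220 ± 128 CPM (SD, n = 3) with zinc depletion. The groups overlapped, since zinc depleted replicate 1 (73.6 CPM) lay below every standard diet library. Over the alternatives the log2 fold change of Defa41 ranged from 1.08 with the length and GC trend removed to 2.96 without standard diet replicate 3. With total counts only it was 1.15. The log2 fold change of Defa24 was 1.21 (SE 0.91, edgeR adjusted p 0.714), and 0.75 without zinc depleted replicate 3.

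Lyz1 (ENSMUSG00000069515, chromosome 10, 117123698 to 117128775, minus strand), which encodes lysozyme, took 14.3% ± 2.17 (SD, n = 3) of the counts with standard diet and 17.4% ± 1.78 (SD, n = 3) with zinc depletion. Its log2 fold change was 1.16 (SE 0.86, edgeR adjusted p 0.710). Itln1 (ENSMUSG00000038209, chromosome 1, 171345690 to 171368943, minus strand), which encodes an intelectin, took 5.98% ± 0.56 (SD, n = 3) and 4.57% ± 1.58 (SD, n = 3), with a log2 fold change of 0.36 (SE 0.68, edgeR adjusted p 0.881) that became -0.39 with total counts only and ranged from 0.15 to 0.71 with 1 library left out. Mmp7 (ENSMUSG00000018623, chromosome 9, 7692091 to 7699587, plus strand), which encodes the protease that processes pro-defensins, had 5109 ± 581 CPM (SD, n = 3) and 6341 ± 1066 CPM (SD, n = 3), with a log2 fold change of 1.32 (SE 0.65, edgeR adjusted p 0.681), and 0.85 without zinc depleted replicate 3. All 11 other Paneth cell products were tested and were higher with zinc depletion, with a median log2 fold change of 1.32. With total counts only, 7 of the 11 were higher and the median was 0.31.

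Camera with the preset correlation called 5 of the 6 lists as higher with zinc depletion relative to the other genes. Its adjusted p was 3.18e-07 for the alpha-defensins, 8.58e-06 for the other Paneth cell products, 1.12e-10 for the TNF and NF-kB response, 0.00157 for the interferon-stimulated genes and 0.00160 for the unfolded protein response. With TMM, none of these calls held under fry (adjusted p 0.322 for each of these 5 lists) or under camera with an estimated correlation (adjusted p 0.298 for each). The estimated correlation between genes was 0.921 within the alpha-defensins and 0.648 within the TNF and NF-kB response, far above the preset 0.01. With total counts only, camera with an estimated correlation called the other Paneth cell products (adjusted p 0.00975), and no list passed under fry. Without standard diet replicate 3, fry called the TNF and NF-kB response (adjusted p 0.0439), and this was its only call when combined with another alternative. There the adjusted p of fry ranged up to 0.733 for the alpha-defensins, the other Paneth cell products, the TNF and NF-kB response and the unfolded protein response, and up to 0.858 for the interferon-stimulated genes. Over all alternatives the lowest adjusted p of camera with the preset correlation was 8.40e-18 for the alpha-defensins, 1.06e-12 for the other Paneth cell products, 1.67e-22 for the TNF and NF-kB response, 5.49e-05 for the interferon-stimulated genes and 0.000305 for the unfolded protein response. The TNF and NF-kB response genes had a median log2 fold change of 1.18, with 16 of 17 tested genes higher. The interferon-stimulated genes had a median of 0.47, with 12 of 13 higher (7 of 13 and a median of 0.13 with total counts only), and the unfolded protein response genes a median of 0.36, with 17 of 23 higher (8 of 23 with total counts only). The median of the unfolded protein response was -0.29 with total counts only, where camera still placed it above the other genes. No gene of the 6 lists had an edgeR adjusted p under 0.05 over all genes tested. Adjusted over the list alone, 1 of the other Paneth cell products passed and none of the other lists had a gene that passed. That gene was Mptx1.

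Single libraries moved these medians by more than 1.5 times. Without zinc depleted replicate 3 the median of the alpha-defensins was 0.58 and that of the other Paneth cell products 0.85. For the TNF and NF-kB response it was 2.69 without standard diet replicate 3 and 0.69 without standard diet replicate 1. For the interferon-stimulated genes it was 0.07 without standard diet replicate 1 and 0.27 without zinc depleted replicate 1, where camera no longer called the list, and 1.03 without standard diet replicate 3. For the unfolded protein response it was 0.15 without zinc depleted replicate 1, where the list was no longer called, and 0.63 without standard diet replicate 3.

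The TNF and NF-kB response genes also differed within the standard diet group. Their summed level was 224, 358 and 718 CPM in the standard diet libraries and 1502, 425 and 304 CPM in the zinc depleted libraries. Nfkbia had 34.2, 35.3 and 162 CPM with standard diet and 310, 112 and 92.5 CPM with zinc depletion, and Tnf had 0.818, 0.814 and 7.82 CPM with standard diet and 27.3, 7.81 and 12.1 CPM with zinc depletion. Both were chosen after their values were seen. Relb, Nfkb2, Sod2 and Nfkbie, chosen likewise, lay above their mean over the 6 libraries in standard diet replicate 2 (log2 CPM with TMM). The other tested genes of the list lay below theirs there. The median deviation of the tested genes of this list from their mean over the 6 libraries was -2.0, -1.35 and 0.83 in the standard diet libraries and 1.20, 0.81 and 0.82 in the zinc depleted libraries.

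**Figure D3:**
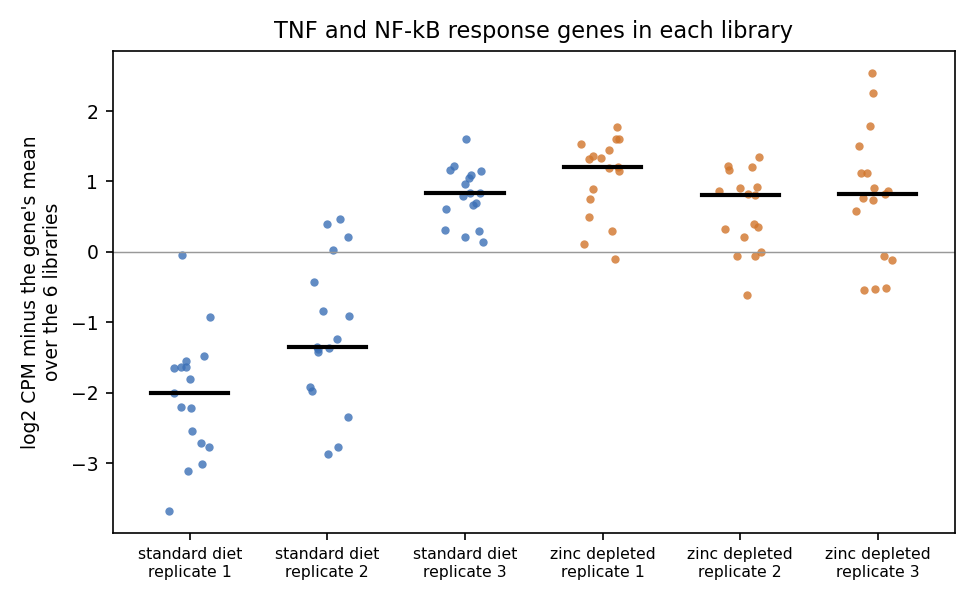
Each point is 1 of the 17 tested TNF and NF-kB response genes, as log2 CPM (TMM) minus the gene's mean over the 6 libraries (vertical axis), in each library (horizontal axis), with a black bar at the median. The medians of standard diet replicates 1 and 2 are -2.0 and -1.35, and those of the other libraries lie between 0.81 and 1.20.

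Markers of other cell types were summed to describe the purity of the libraries. Stem cell markers reached 3906, 1529 and 1251 CPM in the standard diet libraries and 731, 526 and 563 CPM in the zinc depleted libraries. Proliferation markers reached 167 ± 73.4 CPM (SD, n = 3) and 60.0 ± 16.2 CPM (SD, n = 3), enterocyte markers 150 ± 90.9 CPM (SD, n = 3) and 41.3 ± 5.11 CPM (SD, n = 3), and enteroendocrine markers 77.3 ± 35.0 CPM (SD, n = 3) and 33.9 ± 6.03 CPM (SD, n = 3). For these 4 lists the groups did not overlap (p = 0.1, exact permutation test, the smallest p possible, and 0.175 adjusted over the 7 marker lists). With TMM scaling the p of the same test was 0.2 for stem, 0.3 for proliferation, 0.4 for enterocyte and 1 for enteroendocrine markers. Goblet markers reached 8234 ± 704 CPM (SD, n = 3) and 8328 ± 3834 CPM (SD, n = 3), most of it from Spink4, which had a mean of 5425 CPM. Immune markers reached 81.0 ± 55.2 CPM (SD, n = 3) and 41.6 ± 12.1 CPM (SD, n = 3). The exact permutation p was 1 for goblet, 0.2 for immune and 0.7 for tuft markers, and 1, 0.28 and 0.817 adjusted over the 7 lists. Tuft markers reached 163, 777 and 25.0 CPM in the standard diet libraries and 197, 67.3 and 29.8 CPM in the zinc depleted libraries.

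Levels followed transcript length differently in each library. The tested genes were parted into 5 equal bins by transcript length. The difference between the bin of the longest and the bin of the shortest transcripts in the median log2 deviation was 0.49, 0.41 and -0.13 in the standard diet libraries and 1.03, -0.48 and -1.23 in the zinc depleted libraries. With the trend in length and GC content removed, edgeR again called 0 genes and 930 had an unadjusted p under 0.05. The median then was 0.36 for the alpha-defensins, 0.68 for the other Paneth cell products and 1.10 for the TNF and NF-kB response. It was 0.40 for zinc handling, 0.49 for the interferon-stimulated genes and 0.39 for the unfolded protein response, each slightly higher than without the removal.

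**Figure D4:**
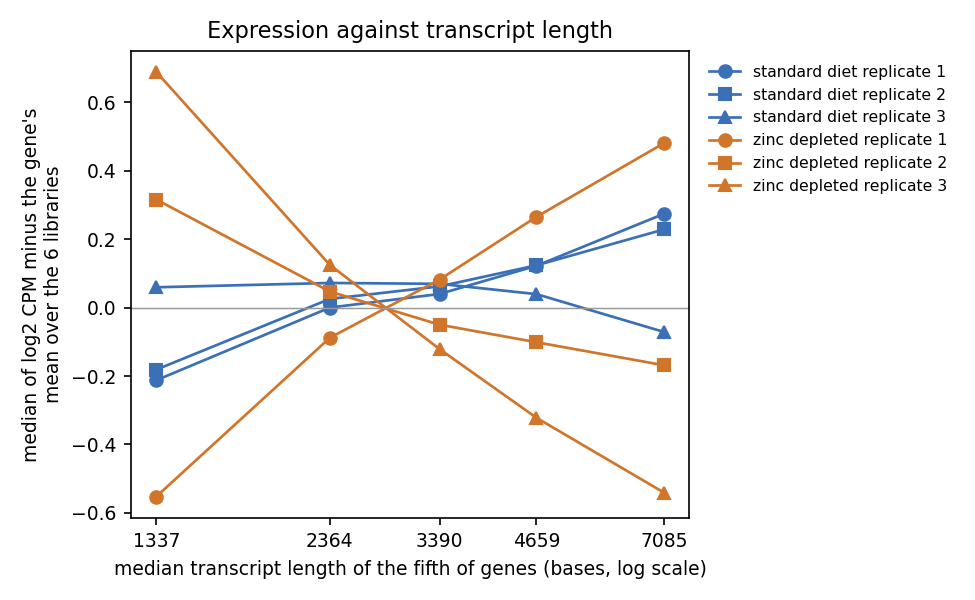
Lines give, for each library, the median log2 CPM (TMM) minus the gene's mean over the 6 libraries (vertical axis) in 5 equal bins of the tested genes by canonical transcript length (horizontal axis, bases, log scale). Zinc depleted replicates 1 and 3 lie at opposite ends, with differences of 1.03 and -1.23 between the longest and the shortest bin.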

Values the study reported

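The study described a core set of 28 protein-coding alpha-defensin genes, with 23 on one strand and 5 on the other. In an experiment with 3 C57BL/6J Paneth cell samples it reported that 85.19% of the mRNA, in TPM, came from Defa genes, and that 18 of the 20 most abundant transcripts were Defa genes. Its discussion gave a total for the Defa genes of the same order over all its samples. Over its samples it reported Defa24 as the most highly expressed gene, with 164,417 TPM. It reported no reads for Defa31 and Defa37 and minimal expression of Defa25.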

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

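The removal of the length and GC trend, the TPM-like values, the share without the 18S rRNA gene and the default filtering of DESeq2 were chosen after the data were seen. The other alternatives were planned.

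The number of genes changed by zinc depletion was 0 with edgeR and also under RLE, total counts only, scaling without the alpha-defensins, the strict filter, the removal of the length and GC trend, and limma-voom. It was 76 without the low-count filter (18 higher and 58 lower), of which 59 were among the genes tested with the filter. DESeq2 called 6 genes, all lower and all with an unadjusted p under 0.05 in edgeR, and 9 genes (1 higher and 8 lower) with its default filtering. The filtering target behind the 6 was set after both numbers had been seen. With 1 library left out the number ranged from 0 to 28, the latter (20 higher and 8 lower) without standard diet replicate 3. The cause was not tested. The self-test made calls at this number of libraries, though the dispersions of its genes had no spread around the trend.

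The replicate number was also used as a block. Deviations from the group means in same-numbered libraries correlated at 0.147, -0.0584 and 0.248, so the numbers were not taken to pair the libraries. With the block, edgeR called 0 genes (962 with an unadjusted p under 0.05), the summed alpha-defensin row had a log2 fold change of 0.96 and Defa17 one of 0.19.

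The 5 list calls of camera were lost under fry and under the estimated correlation, at medians of 1.16 (alpha-defensins), 1.32 (other Paneth cell products), 1.18 (TNF and NF-kB response), 0.47 (interferon-stimulated genes) and 0.36 (unfolded protein response). The estimated correlations, from 0.164 to 0.921, exceed the preset 0.01, which accounts for the loss under the estimated correlation. The cause of the loss under fry was not tested. Without standard diet replicate 3, fry called the TNF and NF-kB response (adjusted p 0.0439). With total counts only, where the median over all tested genes was -0.67, the medians of zinc handling (-0.25) and of the unfolded protein response (-0.29) reversed, as did Itln1 (-0.39) and Mt1 (-0.0040). The change differed between genes, and its cause was not tested. With the length and GC trend removed, zinc handling passed the threshold of camera at a median of 0.40, and Slc39a4 was 0.0031.

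With each library left out in turn, the medians ranged from 0.19 to 0.53 for zinc handling, from 0.069 to 1.03 for the interferon-stimulated genes and from 0.15 to 0.63 for the unfolded protein response, and the summed alpha-defensin row ranged from 0.63 to 1.60. The sign changed for Mt1 (-0.39 to 1.14), Slc39a4 (-0.42 to 0.089) and Defa17 (-0.72 to 1.29). Defa17 was also higher with limma-voom (0.21). The cause of these changes was not tested. The mean share of alpha-defensins moved to 77.4% with TPM-like values, because their transcripts are short.

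Of the 234 alternative values of the 16 named genes with a fold change, 214 kept their direction and their side of the threshold, 7 newly passed it and 13 changed sign. The difference in alpha-defensin share kept its sign in all 10 alternatives, from 2.15 to 9.09 percentage points, in a design whose exact test cannot fall under 0.1. Alpha-defensins among the 20 most abundant genes numbered 9 to 11 in all 8 alternatives. Depth limits values near 0, since a count of 0 allows 0.235 to 0.489 CPM. Defa37 had 0 to 5 counts and did not pass the filter. None of its 75-base stretches is specific to it, and what depth adds to its low counts was not tested.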

Other observations

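The tests of sequencing depth and of a swap of labels were chosen after the result was seen, and so was the removal of the length and GC trend as an alternative. The other tests were written down before their results. How the label swap and the length trend of the alpha-defensins were read was settled after their values were seen, as given with each.

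The share of counts on alpha-defensins here was 51.7%. That is lower than the value quoted from the study above. Reads with several matches, if they were not counted, would lower the share here. Of the 20 most abundant genes here, 9 were alpha-defensins. That is lower than the number quoted from the study above. Defa24 reached 246749.5 CPM here. That is higher than the value quoted from the study above. The samples differ as well as the units: the libraries here are all from TNF-treated mice and 3 of the 6 are from zinc depleted mice. The share and the number quoted from the study come from a single experiment. The value of Defa24 comes from samples of many experiments, these among them. Each of these values was quantified in another way than here. The study's discussion also gives an alpha-defensin total of the same order as its share over all its samples, these among them. In units alone, with counts divided by transcript length the share was 77.4%, the number of alpha-defensins among the first 20 genes was 11, and Defa24 reached a TPM-like value of 369619.

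Of the core alpha-defensins, 12 stayed under 10 CPM. A candidate explanation is that reads shared between near-identical paralogs were not counted. Across the 28 genes, the share of gene-specific 75-base stretches and the mean CPM had a Spearman correlation of 0.784 (permutation p 1e-05, the smallest that 100000 resamples can give). Genes are not independent replicates. The median share of such stretches was 0% in the 12 genes under 10 CPM and 65.5% in the other 16. Overlapping gene models argue for little of the pattern, since only 1 of the 12 genes overlaps another gene on its strand, against 2 of the other 16. Defa23, Defa25 and Defa27 have 25.9%, 40.5% and 64.3% gene-specific stretches and still had few counts, so shared reads account less well for these 3 genes, and the cause of their low counts stays open. They were picked after their values were seen.

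Libraries of 1 group differed widely from each other. Thinned to equal effective depth (total counts times the TMM factor), -4.73% of the variance within groups was removed, and thinned to equal totals -6.79%. Random thinning keeps the expected share of each gene and adds sampling noise, so neither value excludes depth. Simulated count sampling at full depth gave 11.3% of the variance, and no pair of libraries agreed within sampling noise. These values argue against count sampling as the cause of most of the spread. A ratio of detected genes across diets was tried first and is not used, since it compares the wrong libraries. Each of these tests was first read as arguing against depth as a whole, and this wider reading was given up after their values were seen. An effect of depth other than count sampling cannot be told apart from other causes here. A trend with transcript length is present, but its removal together with GC content took out 23.5% of the variance within groups, so it may be a part of the spread and not most of it. RNA quality, the sort and differences between the mice stay open too. Marker sums of other cell types differed within the standard diet group (tuft markers 163, 777 and 25.0 CPM), but none of these was tested as a cause of the spread.

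The TNF and NF-kB response genes were low by their list median in standard diet replicates 1 and 2, though not every gene was low in replicate 2. Thinned to equal totals, the summed counts of the list were 1385, 2196 and 4349 in the standard diet libraries, a 3.14-fold difference. Effective depths still differed 1.92-fold between these libraries. Counting error on sums of this size is far smaller than the difference, which argues against counting error as its cause. Thinning keeps the expected share of the list, so any other effect of depth cannot be told apart from other causes. The 3.14-fold difference had first been read as arguing against depth as a whole. With the length and GC trend removed, the list medians of the standard diet libraries still spanned 2.83 on the log2 scale, which argues against that trend. A swap of labels between the diets would need a zinc depleted library as low as these. By list medians the lowest zinc depleted library lay 2.16 above the second lowest standard diet library on the log2 scale, but by summed CPM zinc depleted replicate 3 (304 CPM) lay between them, and 11 of the 17 tested genes were higher there than in both. The list medians alone had been set to exclude a swap. The summed CPM was added to that reading after the values were seen, and with it a swap cannot be told apart from other causes. A weaker response to TNF in single mice, a difference in its delivery or timing, and an effect of diet on the response may each play a part, and none was tested, since libraries without TNF were not used here.

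Alpha-defensins were higher relative to other genes with zinc depletion, with a median log2 fold change of 1.16. A trend shared by abundant genes may account for some of it: 200 abundant genes outside the Paneth cell lists had a median of 0.57, and 171 of them were higher. This lies between the values that would speak for and against such a trend. The alpha-defensin median lay above those of all 10000 random lists drawn from the genes nearest in expression. These lists do not match out abundance: the genes they draw from had a median log2 CPM of 8.39, against 11.43 for the tested alpha-defensins. With the length and GC trend removed, the alpha-defensin median fell to 0.36, at the 96.9th percentile of the random lists, and that of the abundant genes to 0.22. That percentile treats the genes of a list as independent, which alpha-defensins are not, and the summed row under the same correction was 0.36 (SE 0.34). A percentile over 95 had first been set to exclude the length trend as the whole cause. The summed row was added to that reading after the percentile was seen, which left the question open. Only 81 other tested genes have transcripts as short as the longest alpha-defensin, so the trend is poorly known at that length. A length trend, a trend of abundant genes and an effect of diet cannot be told apart here.

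The 6 libraries can be split into 3 and 3 in 10 ways, so no share of splits can fall under 0.1 and an arrangement by chance can be excluded for none of these results. As many genes were called in all 10 splits, since the real one gave 0, and 2 of the 10 had as many genes with an unadjusted p under 0.05. One other split, with standard diet replicates 1 and 2 and zinc depleted replicate 1 on one side, gave 349 called genes in edgeR, against 0 for the diets. It follows no batch named in the labels. The libraries on the named side differed by 0.49, 0.41 and 1.03 between the longest and the shortest transcripts. Those on the other side differed by -0.13, -0.48 and -1.23. The TMM factors were 1.73, 1.51 and 1.46 on the named side and 0.90, 0.64 and 0.46 on the other. That split thus goes with the length trend and the TMM factors, and its cause was not tested. The camera p was as small in 2 of the 10 splits for the alpha-defensins, in 1 (the real one) for the other Paneth cell products, in 4 for zinc handling, in 3 for the TNF and NF-kB response, in 4 for the interferon-stimulated genes and in 3 for the unfolded protein response. The p of the summed alpha-defensin row was as small in 3 of the 10.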
